A study of Mus musculus with 15 samples.

How the data were processed

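The series holds 15 mouse samples of strain C57BL/6. Reduced representation bisulfite sequencing (RRBS), which reads the methylation state of cytosines in CpG-rich restriction fragments, was run on 9 samples: 3 floxed Dnmt1 controls at postnatal day 0 (P0), 3 knockouts (KO) at P0 that carried a Six2-driven Cre recombinase together with the floxed Dnmt1 alleles, and 3 wild-type adults of 6 weeks. Messenger RNA sequencing was run on 3 controls and 3 KO samples at P0. The labels name the source as cells positive for Six2, while the extraction protocol in the same labels names entire kidneys as the source of DNA. The values are therefore described here as kidney samples.

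The deposited RRBS files give, per cytosine position, a methylation percent and the count of methylated and unmethylated calls. The deposited RNA-seq files give a raw read count per gene, followed by 5 lines of unassigned reads that were left out of the gene tests. The aligner, the counter, their versions and the genome build are not stated per the labels. The RRBS positions reached 195371271 on chromosome 1 and 170842822 on chromosome X, which fits the lengths of build GRCm38. Positions within 500 bases of an annotated GRCm38 protein-coding gene end had a mean adult methylation of 8.54%, against 44.6% when the gene ends were shifted by 100000 bases. Gene coordinates below are GRCm38.

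Gene counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the edgeR filter on low counts and Benjamini-Hochberg adjustment at 0.05. Of 46517 genes, 46005 had a symbol and 18132 were tested. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gene lists written before the data were examined were tested with the camera test of limma 3.58.1, with an inter-gene correlation of 0.01, and adjusted over 9 lists. On simulated counts with 200 changed genes, 84.5% of the changed genes were recovered and 11 unchanged genes were called.

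Mean methylation was taken over CpG positions with at least 10 calls in all 9 samples, each position weighing the same, and compared with two-sided exact permutation tests. With 3 samples against 3 the smallest p these tests allow is 0.1. Single positions with at least 10 calls in each of the 6 samples compared were tested with a quasi-binomial logistic model in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Its dispersion was moderated toward a common prior in the manner of limma and not allowed under 1. A position passed with an adjusted p under 0.05 and a difference of at least 10 percentage points. At 10 calls and 50% methylation the counting error of one sample is 15.8 points, and it covers counting error only. On 60000 simulated positions, of which 3000 were lowered by 25 points, the model recovered 43.5% of the changed positions, and 6.51% of its calls were unchanged positions. The same model with a replicate block recovered 0% of them, and the test with unmoderated dispersion also recovered 0%. With no overdispersion 46.1% of the calls were unchanged positions, and with Fisher's exact test on pooled calls 42.5%.

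Named genes were chosen by a rule fixed before the data were examined: Dnmt1, the 5 largest increases and the 5 largest decreases past the threshold with a mean log2 CPM of at least 1 and every KO sample beyond every control, and the member of each list with the smallest p. Genes with Gm or Rik clone names, or with no symbol, were left out of the ranked increases and decreases. Not every gene chosen by this rule is reported here. Named windows were the 3 autosomal windows of 1 kb with the largest decrease and the 3 with the largest increase among those with at least 5 positions, an adjusted p under 0.05 and every KO sample beyond every control. The alternatives tried were a replicate block, DESeq2 1.42.0, limma voom with quality weights, other scalings and count filters, other coverage minimums, other dispersion models, windows, autosomes alone, and each replicate left out in turn. A comparison of repeat-masked with unmasked positions and one of promoters were planned. Both are not analysed here, because genome sequence and strand were not used. In place of promoters, positions within 1000 bases of both annotated ends of a gene were averaged, a choice made after seeing the data.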

Results

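Total gene counts in the RNA-seq samples were 33657577, 34102567 and 33917525 in controls 1 to 3 and 31541317, 29394261 and 26773937 in KO samples 1 to 3. The RRBS samples held 36811631, 88765177 and 39655469 calls in controls 1 to 3, 48915970, 48156998 and 18424875 in KO samples 1 to 3, and 39114862, 59314087 and 74768086 in adults 1 to 3. KO 3 had the lowest depth, with a median of 4 calls per position. In all, 360390 positions had at least 10 calls in all 9 samples.

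Dnmt1, the targeted gene (ENSMUSG00000004099.14, chromosome 9, 20907206 to 20959888), had counts of 5908, 4826 and 6921 in controls and 3526, 3378 and 2467 in KO samples. Its mean was 175 ± 16.6 CPM in controls and 105 ± 9.57 CPM in KO (SD, n = 3 each). The log2 fold change was -0.74 (SE 0.12, edgeR adjusted p 0.00577), and every KO sample lay below every control.

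The first question was how loss of Dnmt1 under Six2-driven Cre changed CpG methylation at P0. Mean methylation was 51.1% ± 0.192 in controls and 37.7% ± 1.85 in KO (SD, n = 3 each), a difference of -13.4 points (exact permutation p 0.1, adjusted 0.15, the smallest this design allows for the raw value). The 3 KO samples, at 38.5%, 35.5% and 38.9%, all lay below the 3 controls. Weighting positions by coverage moved this most, to -15.6 points, and a minimum of 5 calls gave -11.5 points. At the 139167 positions with an adult mean of at least 80%, methylation was 89.8% ± 0.132 in controls and 66.2% ± 2.998 in KO, a difference of -23.7 points (exact permutation p 0.1).

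**Figure D1:**
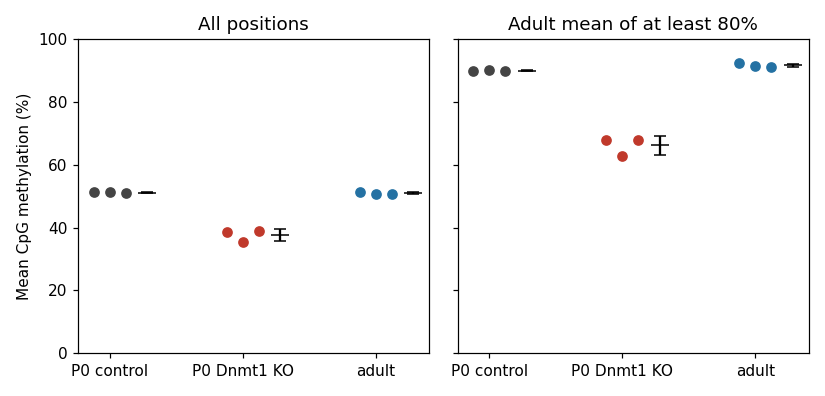
Mean CpG methylation in percent (vertical axis) per sample (points) for P0 control, P0 KO and adult, over all 360390 positions (left) and over positions with an adult mean of at least 80% (right), with bars for mean and SD. KO samples sit between 35.5% and 38.9% on the left, below the other samples.

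The decrease differed with the methylation of the position in adults. It was largest, at -24.3 points, at positions with an adult mean of 80% to 90%, where the KO mean was 60.7% ± 2.92 against 85.04% ± 0.181 in controls. At positions with an adult mean of 90% to 100%, the KO mean was 69.3% ± 3.04 against 92.6% ± 0.103 in controls, a difference of -23.3 points. At 50% to 80% it was 48.3% ± 2.59 against 68.1% ± 0.378, at 20% to 50% it was 29.4% ± 2.05 against 37.9% ± 0.649, and at 5% to 20% it was 11.3% ± 0.986 against 13.3% ± 0.276. At positions under 5% it was 2.01% ± 0.138 against 2.23% ± 0.0617, a difference of -0.219 points. The share of control methylation lost was 29.04% in the class of 50% to 80% and 25.1% in that of 90% to 100%. Each comparison of KO with control had an exact permutation p of 0.1.

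**Figure D2:**
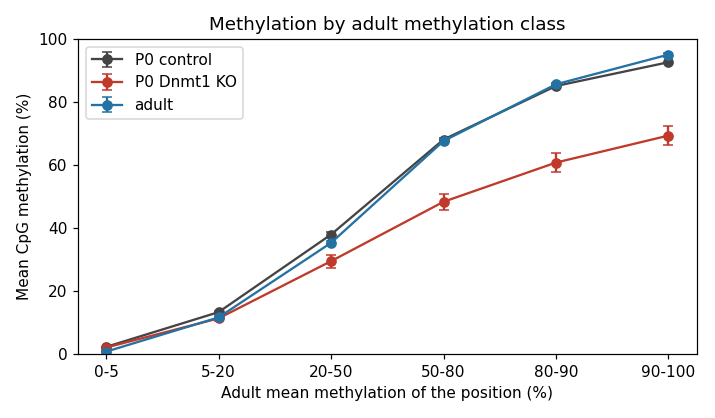
Mean CpG methylation in percent (vertical axis) by adult methylation class in percent (horizontal axis), as mean and SD of 3 samples per group. KO lies below control by 23.3 points in the class of 90% to 100%.

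Of 380162 positions tested between KO and control, 133697 (35.2%) were lower in KO and 482 were higher. Both directions were adjusted together, so the share of false calls among the 482 may exceed 0.05. Unmoderated dispersion gave 0 lower and 0 higher with 124622 positions at an unadjusted p under 0.05, a test that also recovered no position on simulated data. With no overdispersion 191226 were lower and 3600 higher. Pairing samples by the replicate numbers in the labels, the fit with a replicate block gave 92957 lower and 121 higher positions. Same-numbered control and KO samples had a mean correlation of deviations of -0.00279 across positions, against 0.00142 for different numbers, so the numbers did not pair these samples detectably. The paired mean difference was -13.4 points (exact sign-flip p 0.25, the smallest for 3 pairs).

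The largest decrease among windows lay on chromosome 4, 139053001 to 139054000, inside the annotated bounds of Tmco4, where 7 positions fell from 95.4% ± 1.71 to 28.4% ± 25.2 (SD, n = 3 each). The calls in this window ranged from 70 to 162 per sample. The adjusted p of the moderated quasi-binomial model was 8.24e-06. KO 2 stood at 1.32% there. The next were on chromosome 17, 27290001 to 27291000, at -51.4 points, and on chromosome 8, 120059001 to 120060000, at -51.3 points. Both lay outside annotated genes, 84531 bases from Lemd2 and 6207 bases from Crispld2. The largest increases were 27.7 points on chromosome 8 from 92134001 to 92135000, 222796 bases from Irx5, 26.96 points on chromosome 19 from 58388001 to 58389000 within the bounds of Gfra1, and 20.2 points on chromosome 7 from 29282001 to 29283000 overlapping Spint2. The last lost its place past the threshold when control 2 was left out (17.3 points) or KO 1 was left out (10.8 points). Exon structure was not used here.

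The second question was how P0 differed from adult kidney. Mean methylation in adults was 50.9% ± 0.323 (SD, n = 3), a difference from control of -0.200 points (exact permutation p 0.4, adjusted 0.4), within the spread between replicates. It was -7.05 points when positions were weighted by coverage, -5.11 when the position with most calls was left out of that weighting, and 0.0229 points on autosomes alone. Adults exceeded KO by 13.2 points (exact permutation p 0.1, adjusted 0.15). Of 704580 positions tested between adult and control, 14004 were lower and 13463 higher in adults. With the replicate block 0 were lower and 0 were higher, with 74243 positions at an unadjusted p under 0.05, and same-numbered samples had a correlation of deviations of 0.00196, against -0.000988 for different numbers. That block fit also recovered no position on simulated data. On chromosome X the adult mean was 10.5 points lower than the control mean (54.9% against 65.4%). X held 21.3% of the positions lower in adults and 1.71% of those tested. Adults also had a lower share of calls on X and a higher share on Y than controls. Sex was therefore not separated from age in this comparison, and the difference on X may reflect sex.

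The third question was which transcripts differed between KO and control. Of 18132 genes tested, 1153 were higher and 1493 lower in KO, of which 827 and 795 changed at least 2-fold. Without control 3 they were 2512 higher and 2561 lower, with limma voom 2442 and 2595, and without KO 1 they were 647 and 701. With the replicate block taken from the labels, 798 were higher and 1005 lower, with Dnmt1 at -0.74. Deviations of same-numbered samples correlated at -0.142 and those of different numbers at 0.0697. Among genes higher in KO, 156 had no count in any control.

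Under the naming rule, which leaves out clone names, the 5 largest increases were Usp17le (ENSMUSG00000043073.9, log2 fold change 12.91, SE 0.43), Six3 (12.78, SE 0.40), AF067061 (12.73, SE 0.41), Zscan4c (12.66, SE 1.63) and Zscan4b (12.41, SE 0.59). Each had 0 CPM in the controls, so these fold changes depend on the small counts that edgeR adds. Usp17le reached 30.5 ± 4.54 CPM and Six3 27.8 ± 2.45 CPM in KO. Usp17le, AF067061, Zscan4c and Zscan4b belong to families with near-identical copies and are uncertain as single genes, although reads without a unique alignment were outside the gene counts. The 5 largest decreases under that rule were Kap (-6.16), Slc5a10 (-5.54), Serpina6 (-5.52), Miox (-5.35) and F13b (-4.99). In controls Miox had 171 ± 242 CPM, Slc5a10 56.4 ± 63.3 CPM and F13b 6.18 ± 7.17 CPM (SD, n = 3), each a spread above its mean, with the highest value in control 3. Without control 3 their log2 fold changes were -2.88, -4.05 and -3.40, all past the threshold. Miox received no adjusted p from DESeq2, and was no longer past the threshold when any single KO sample was left out. F13b was no longer past it without KO 1 or without KO 2.

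Among the gene lists, the tubule list had a mean log2 fold change of -3.19 (camera adjusted p 1.21e-16, 18 of 18 genes past the threshold), with Umod at -4.50 (SE 0.20, edgeR adjusted p 2.49e-05). The podocyte list stood at -1.32 (adjusted p 2.81e-06). The germline list rose by 5.53 (adjusted p 5.45e-26), with 25 of 30 genes higher past the threshold and Tuba3a at 10.75. The interferon response list rose by 0.87 (adjusted p 2.81e-06), with 4 of 35 genes past the threshold and Cxcl10 at 3.04. Relative to the control mean its score was 1.11, 0.22 and 1.17 in KO 1 to 3 and 0.19 in control 2. The lists of p53 targets (0.34, adjusted p 0.0744), early nephron (-0.51, adjusted p 0.0642), nephron progenitor (-0.16, adjusted p 0.778), ureteric (0.34, adjusted p 0.519) and stroma genes (0.19, adjusted p 0.345) did not pass. Single members did, among them Pmaip1 (2.07), Irx2 (-2.52), Itga8 (-0.79), Upk3a (2.49) and Foxd1 (1.63). In the nephron progenitor list 3 of 12 genes were lower and 2 higher past the threshold, with log2 fold changes from -2.53 to 0.95. Its small mean therefore joins opposite changes and does not show an unchanged list. Of 42 imprinted genes tested, 8 passed, all of them higher in KO, with Magel2 at 4.06. That share of 19.05% did not differ from 14.6% of other genes (Fisher's exact p 0.383). Of the 42 genes, 29 were higher in KO, with a mean log2 fold change of 0.32 and a camera p of 0.00797, unadjusted and outside the 9 lists tested together.

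**Figure D3:**
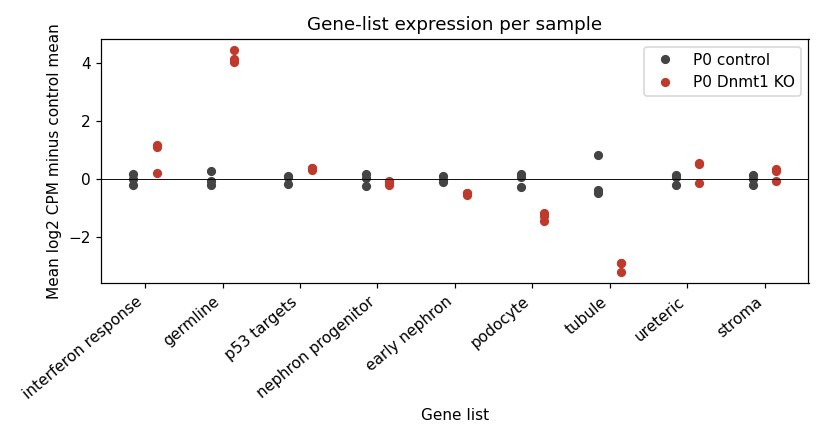
Mean log2 CPM of each gene list minus the control mean (vertical axis) per sample (points) for the 9 lists (horizontal axis). Tubule scores are -3.20, -2.88 and -2.88 in KO 1 to 3, and germline scores are 4.04, 4.14 and 4.45.

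Methylation at gene ends was set beside expression, a comparison chosen after seeing the data. At the ends of 427 genes higher in KO, methylation was 22.7% ± 0.110 in controls and 17.5% ± 0.810 in KO (SD, n = 3 each). At 9391 other tested genes it was 13.3% ± 0.118 and 10.02% ± 0.481. The difference between these changes was -1.91 points (exact permutation p 0.1). Relative to the controls, the share of methylation lost was 22.8% at genes higher in KO and 24.5% at the others, so the larger decrease in points went with a higher starting level and was not larger in proportion. At the ends of 20 genes of the germline list methylation was 79.3% ± 0.926 in controls and 62.6% ± 3.06 in KO (exact permutation p 0.1). That difference of -16.7 points was not larger than the mean of -21.3 points over all genes with at least 60% in controls. Genes lower in KO lost 22.6% of control methylation, so the loss was not specific to genes that rose. Of 754 genes with at least 60% methylation at their ends in controls, 9.55% were higher in KO, against 3.70% of 6927 genes under 10%. Both shares cover only genes that passed the filter on low counts. A gene with no count in controls enters only when its counts in KO are high, so this comparison cannot separate methylation from that selection.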

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

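The tests in this part were chosen only after the results were seen. The share of RRBS calls that fell on chromosome Y, a quantity the report does not compare although Y positions are among those it averages and tests, was higher in every adult sample than in every control, at 0.113% ± 0.0156 against 0.0234% ± 0.00366 (SD, n = 3 each, exact permutation p 0.1), a ratio of 4.85. The X share moved the other way, to 0.585 of the control share, and was lower in every adult than in every control. The labels do not give the sex of the animals. The X share was 1.38% ± 0.0276 in adults, 2.36% ± 0.0129 in controls and 2.31% ± 0.218 in KO samples (SD, n = 3 each). Less X and more Y is what a larger share of males among the adults would give. A different mix of sexes between the adult and P0 samples may therefore account for both shares. Sex and age were not separated between these samples, and an effect of age was not tested.

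The share of calls on mitochondrial DNA was higher in every KO sample than in every control, at 0.643% ± 0.0685 against 0.246% ± 0.0342 (SD, n = 3 each, exact permutation p 0.1), a ratio of 2.61. In adults it was 0.754% ± 0.134, a ratio of 3.06. A few positions taking most of the calls could change such a share. With high-depth positions left out of the scaling, the median ratio over 19 mitochondrial positions was 2.91 in KO and 3.54 in adults, with all 19 above 1 in both, so that explanation was not borne out. Differences in DNA extraction or in the number of mitochondrial genomes per cell were not tested and cannot be told apart here.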

How the results depend on the processing

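The difference of mean methylation between KO and control, that at adult-methylated positions and that between adult and KO kept their direction under every alternative run, at -15.6 to -11.5, -24.5 to -21.9 and 8.50 to 14.9 points. Their exact tests cannot pass 0.05 in this design, so staying on one side of it shows no stability. The difference between adult and control reversed on autosomes alone, to 0.0229 points. The 7760 positions on X, at -10.5 points, contribute -0.226 points to the difference over all positions, which accounts for the reversal.
It was -7.05 points when weighted by coverage, against -0.200. In weightings chosen after seeing the data it was -5.11 points without the position with most calls, at 98666504 on chromosome 2, and -3.50 without the 2681 positions of highest depth, so deep positions account for part of the shift.

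For the gene counts, limma voom with quality weights gave 2442 genes higher and 2595 lower in KO. Requiring at least 10 counts in every sample left 678 higher, 370 of them at least 2-fold, which leaves out genes with no count in controls. At an adjusted p under 0.01 there were 528 higher and 681 lower, and 492 and 508 at least 2-fold. Across the 6 fits that each left out one replicate, from 647 to 2512 genes were higher, from 701 to 2561 lower, and from 515 to 888 lower at least 2-fold; the cause was not tested.

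The early nephron list passed the threshold with voom (-0.55), with library size alone (-0.475) and with no filter on low counts (-0.53), and without control 3 (-0.54), and ranged from -0.54 to -0.46 across the 6 fits that each left out one replicate. The list of p53 targets passed it with at least 10 counts in every sample (0.35) and without control 1 (0.38), and ranged from 0.27 to 0.38 across those fits. With no filter, 10 imprinted genes passed, a larger share than among other genes (Fisher's exact p 0.00835). That setting tested 30538 genes against 18132, with 1404 higher and 1712 lower in KO. The added low-count genes lower the share among other genes, so the result does not show that imprinted genes responded more. How much of it this explains was not tested. The germline, tubule, podocyte and interferon response lists and Dnmt1 kept their direction and their side of the threshold under every alternative run. All runs of the list tests used the same inter-gene correlation of 0.01, so they could not show how the list p-values depend on it. The size of the germline rise did depend on the filter. Its mean log2 fold change fell from 5.53 to 1.41 with at least 10 counts in every sample, which leaves out genes with no count in controls.

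For positions between KO and control, lower and higher counts were 83979 and 204 with a difference of at least 25 points, 87714 and 99 at an adjusted p under 0.01, 69194 and 227 with at least 20 calls, and 27206 and 93 for 1-kb windows. The last 2 settings rest on fewer units, 134887 positions and 52268 windows against 380162 positions, and the share lower was 51.3% and 52.1% against 35.2%. With at least 5 calls 171620 of 780608 positions were lower (21.99%). Higher positions numbered 3600 with no overdispersion, 3303 with Fisher's exact test on pooled calls and 121 with the replicate block. Unmoderated dispersion gave 0 and 0, with 124622 positions at an unadjusted p under 0.05. Across the 6 fits that each left out one replicate, from 87680 to 122493 were lower.

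For positions between adult and control, lower and higher counts were 8363 and 7450 at an adjusted p under 0.01, 50772 and 51033 with no overdispersion, 46808 and 47171 with Fisher's exact test on pooled calls, 9245 and 8706 with all 9 samples in the fit, 9061 and 9286 with at least 20 calls, and 4657 and 5021 for 1-kb windows. The last 3 settings rest on 360390 positions, 314227 positions and 85499 windows against 704580 positions, and the share lower was 2.57%, 2.88% and 5.45% against 1.99%. Unmoderated dispersion gave 0 and 0, with 67989 at an unadjusted p under 0.05, and the replicate block gave 0 and 0, with 74243. Neither of these recovered a changed position on simulated data. The replicate block did call 92957 lower and 121 higher positions between KO and control, where the main fit called 35.2% of positions lower. Those calls do not show that it could recover the fewer changes between adult and control. Its 0 and 0 therefore cannot decide whether the positions called between adult and control hold. Across the 6 fits that each left out one replicate, from 7924 to 11536 were lower and from 7633 to 10647 higher. The cause was not tested.

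Among single named genes and windows, 3 results no longer passed under some alternatives, Miox under 5, F13b under 3 and the window on chromosome 7 under 2. For Miox and F13b, 1 of these is the stricter adjusted p of 0.01 applied to the same fit, and for Miox another is DESeq2, which gave it no adjusted p. The gene-end difference, chosen after seeing the data together with its alternatives, ranged from -4.07 to -1.77 points. The planned comparisons of promoters and of repeat-masked positions were not run. Depth limits the methylation results most in KO 3, which had a median of 4 calls per position.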

Other observations

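In this part, the tests on sex chromosomes, on families known from 2-cell embryos and on Six3 were chosen only after related results were seen. For the genes past the threshold, 1 of the 10 splits of the 6 RNA-seq samples into 3 and 3 gave as many genes, the real one. The other splits gave at most 1 gene, with at most 1498 at an unadjusted p under 0.05. For CpG positions, 1 of the 10 splits gave as many in each comparison, the real one, and the other splits gave 0 positions between KO and control, with at most 32435 at an unadjusted p under 0.05. Between adult and control they gave at most 2, with at most 28177 at an unadjusted p under 0.05. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one included, and the others part 1 pair. With 10 splits a share under 0.1 cannot be reached, so grouping by chance cannot be excluded by this count alone.

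Lower methylation in KO was set against depth and conversion. With each position drawn down to 10 calls in every sample the difference was -13.4 points, but such a draw leaves the expected percent of a position as it was and cannot show an effect of depth. The choice of positions by depth did move the difference, to -11.5 points with at least 5 calls and -15.2 with at least 20. At adult-methylated positions it hardly moved, at -23.6 with at least 5 calls, -23.7 with at least 10 and -24.0 with at least 20. At positions with an adult mean of at most 5%, controls exceeded KO by 0.219 points, under the 1 point set beforehand for incomplete conversion. This check covers KO and control only. Adults stood at 0.711% there against 2.23% in controls, but the positions were chosen by a low adult mean. Mitochondrial calls were methylated at 0.390% to 0.430% in adults and 1.65% to 1.69% in controls, so unequal conversion between adult and control was not excluded. Positions on X or Y made up 11.4% of those past the threshold between adult and control, so most lay on other chromosomes. That count shows only where the positions lie. It cannot exclude an effect of sex on autosomal positions, because the X and Y shares of calls differed between these groups.

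For the expression differences, log2 fold changes correlated with log10 gene length at a Spearman rho of 0.0226 across genes, which are not independent replicates. Tissue from outside the kidney was looked for with marker lists. The muscle list had a mean log2 fold change of 1.52, past the size of 1 set beforehand, although none of its 5 tested genes passed the threshold. Its score was highest in KO 1 (3.38) and control 2 (1.67), and it was lowest in KO 2 (-0.92), so it did not follow the genotype. Without KO 1, 647 genes were higher and 701 lower in KO. The counts were also low without KO 2 (742 and 779) or KO 3 (734 and 790), so this was not specific to KO 1.

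Zscan4d, Usp17le and Pramef25, among the genes with large increases, led to a list of families known from 2-cell embryos, written after those 3 genes were noticed and without them. Many of its members are close paralogs of the 3, and Zscan4b and Zscan4c are among the 5 increases named above, so the list is not independent of what prompted it. Of 20 members in the files, 14 passed the filter on low counts and were tested, and all 14 were higher in KO past the threshold. Members had at most 1 count in any control, so the filter admits a member only when its counts in KO are high, and 14 of 14 is no independent measure. The 6 that were not tested include Pramel6 and Pramel7, with 0 counts in every sample. Reads shared between paralogs may make members rise together, and the count of 14 cannot separate that from a rise of each member. The single-copy status of members was not tested.

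Six3 had no count in the controls and lies 36.5 kb from Six2 on chromosome 17. Its ends were unmethylated in both groups, and their methylation differed by 0.369 points between KO and control. A candidate explanation is that sequence next to Six2 is carried by the Cre transgene, which the labels give only to the KO samples. The test fits that but does not settle it, since loss of methylation elsewhere could act on Six3 as well.

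Control 3 stood apart from the other controls in RNA-seq, with correlations of 0.968 and 0.966 against 0.990 between controls 1 and 2. It held 35 counts of Ddx3y and 33 of Eif2s3y, against at most 1 in any other sample, while its 46247 counts of Xist lay between the 33415 of control 1 and the 62327 of control 2. Its tubule score was 0.83, against -0.36 and -0.47 in the other controls. No biological explanation was tested.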
